A study of Mus musculus with 192 samples. Its data were reported in "Joint single-cell DNA accessibility and protein epitope profiling reveals environmental regulation of epigenomic heterogeneity" (2018).

How the data were processed

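Pi-ATAC was performed on a mixture of 4T1 cells and splenocytes, the latter from the spleen of a transgenic MMTV-PyMT mouse without a tumour at the time. Cells were fixed and transposed in bulk, stained for EpCAM and CD45, and sorted singly into plates. Groups were taken from the sample titles, 96 cells each, although 1 sample titled as a 4T1 cell has the source name of the splenocytes (95 and 97 cells by source name). According to the study's methods, the authors trimmed adapters, mapped paired reads to mm9 with Bowtie2 2.1.0, removed low-quality, duplicate (Picard 1.79) and mitochondrial reads, pooled the cells of a condition and called peak summits with MACS2, whose version is not given in the sources used here. Windows of 500 bp were centred on summits and those with the lowest q-values kept. The deposited unit, used here, was the start and end position of each window, with a peak name, and the deposited list carried no score, count, fold or p-value per window. Peak names carry the words cell line and all and were read as both groups pooled, which the methods do not state, so the list was treated as 1 pooled sample. Its read depth was not analysed here.

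The planned tests that needed a score were therefore not run: motifs against peak score, the score of promoter against distal windows, the strongest promoter peak per gene, clusters ranked by summed score, and every alternative restricted to the highest-scoring windows. Peak calls carry consecutive numbers, with letters for several summits of a call, and these were used to count calls missing from the list, positions of missing calls being interpolated. Chromosome names and lengths of the reference matched mm9. Gene models were GENCODE models of that build, and a promoter window overlapped by at least 1 bp the region within 1 kb of any transcript start of a protein-coding or long non-coding gene. For gene lists, starts of protein-coding genes were used.

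Windows per Mb were compared between chromosomes with a bootstrap of 1 Mb blocks (1000 draws). Windows closer than the stitching distance were joined into clusters and set against 100 random placements within the same blocks. Promoter shares were set against 1000 circular shifts. The 17 gene lists and 33 consensus words were fixed before the data were examined, and 1 of 20 interferon and antigen genes had no match in the annotation. Lists were compared with other genes by the two-sided Fisher exact test, and with 10000 random sets (drawn with replacement from larger pools) matched on decile of promoter CpG ratio or, for distal windows, of gene length. Epithelial and leukocyte genes were compared by permutation of genes (100000 resamples, smallest possible p 1e-05). Motif shares were compared with windows 2 kb on either side that overlapped no deposited window (91187 flanks), with GC matched in bins of 5% as an alternative, and the interval of that alternative does not cover the matching itself. The REST word, found in 2 windows, was left out of counts. Windows near several list genes went to the nearest, and those near both kinds of list were left out. P-values were adjusted by the Benjamini-Hochberg method, and 95% intervals are given.

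Genes named are Epcam and Ptprc, up to 3 genes of each list and the 5 of all genes with the most distal windows (ties by name), and the 5 largest clusters. The other genes named, as members of a list with or without a promoter window, as genes inside clusters or as a cluster of equal size, were chosen after their values were seen. The values of 1 gene that the rule names are not reported here. Alternatives covered the TSS, locus, stitching and motif distances, merged windows, other gene starts, CpG and GC matching and other gene lists. CpG-matched backgrounds and motif positions in non-promoter windows were set before the data were seen. Alternatives added after the data were seen covered chromosomes 14 to 19, 2 to 9 and X, multi-summit windows and gene length. They also covered the subtraction of each CpG decile's promoter share and the motif shares of non-promoter windows. Genes over 1 Mb were left out of 1 such alternative, which was added after no list had passed the planned locus test.

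Tests were tried on simulated data, except those of gene families, of lists by chromosome set, of multi-summit against single-summit windows and of kept calls by region. Chromosome intervals excluded 1 in 15 of 380 cases without a difference and held a ratio of 0.5 in 18 of 20. The share at promoters exceeded all 100 shifts in 1 of 20 sets without an excess and in 20 of 20 with some windows moved to gene starts. The CpG-matched test called 20 of 20 changed lists and 2 of 150 unchanged ones. Over 20 simulated sets of 22208 genes, the promoter test called 60 of 60 changed lists and 3 of 280 unchanged ones. The locus test called 19 of 20 lists simulated with a 3-fold change and none of 150 unchanged ones. In the data, however, a list with a ratio of 3.58 to matched genes had an adjusted p of 0.122 in that test. The simulated rate therefore need not hold for the real counts. The permutation test of 55 genes gave p under 0.05 in 4 of 100 sets without a difference and in 98 of 100 with 3 windows more per gene, and for promoter windows in 0 of 100 without a difference and 97 of 100 with 95% against 55%. In random sequence, uniform positions were held by 25 of 26 position intervals. The test of words near genes called 5 of 5 words simulated with a large difference and 0 of 28 others. Windows placed at random gave 29.8% in clusters, below the 30.4% highest of their random sets. Motif intervals held the true ratio for 32 of 33 words both without a difference and at 2-fold. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.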

Results

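Pi-ATAC couples index sorting of protein-stained cells with transposase-based profiling of open chromatin in single wells. Here it was applied to a mixture of 4T1 cells, a mouse breast cancer line sorted for the epithelial surface protein EpCAM, and mouse splenocytes sorted for the leukocyte surface protein CD45. Sample titles give 96 cells in the 4T1 group and 96 in the splenocyte group, whereas source names give 95 and 97. The data analysed were the deposited list of accessible windows, whose peak names were read as calls on the cells of both groups pooled, so each value below belongs to 1 sample without replicates. The study's methods describe calling on aggregated cells of a single condition, so that reading is not settled. No difference between the groups could be tested from it, and read depth per cell was not analysed here. Intervals and tests below measure spread over genomic blocks or over genes, not over cells or animals.

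The list held 50000 windows of 500 bp on 19 autosomes and chromosome X, covering 0.948% of the assembled mm9 sequence. A total of 17929 windows, or 35.9%, lay within 1 kb of an annotated transcription start site (TSS), against a mean of 4.25% (SD 0.172) and a highest value of 4.91% in 1000 circular shifts along the chromosomes, an 8.45-fold excess. Introns outside promoters held 29.7% of windows, against 35.6% in 20 shifts, and intergenic sequence held 31.6%, against 57.8%. The promoter share was 31.4% within 500 bp of a TSS and 28.9% within 1 kb of the outermost start of protein-coding genes. Of 22208 protein-coding genes, 10718 (48.3%) had a window at a TSS. Peak calls with several summits gave 9104 windows (18.2%), and such windows made up 33.0% of promoter windows but 10.9% of intergenic and 9.17% of intronic ones.

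Windows were clustered along the genome. With the planned stitching distance, 52.3% of windows fell in clusters of 3 or more, whereas windows placed at random in the same 1 Mb blocks gave a mean of 29.7% and at most 30.3% in 100 sets. The cluster with the most windows, 39, spanned chromosome 2 from 173044038 to 173108654 and covered Pmepa1, a membrane protein gene induced by TGF-beta, and Zbp1, a sensor of Z-form nucleic acid. A cluster of 32 windows on chromosome 6, from 31006104 to 31080943, overlapped no annotated protein-coding gene. Next came 31 windows on chromosome 9 (106247536 to 106354641), which covered Poc1a, Dusp7, Rpl29 and Acy1, and 28 on chromosome 11 (48601157 to 48685920), which covered Gnb2l1, Trim41, Trim7 and the interferon-inducible GTPase gene Irgm1. The cluster of 27 windows on chromosome 3 (88963926 to 89087338) covered the mucin gene Muc1 and the ephrin gene Efna1, and 21 of its windows lay at promoters. Another cluster held as many windows, on chromosome 4 (140792727 to 140867289), and covered Epha2, the gene of an ephrin receptor.

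Accessible windows were spread unevenly over chromosomes. Chromosome X had 6.29 windows per Mb (95% block bootstrap interval 5.13 to 7.57), a ratio of 0.308 (0.249 to 0.376) to the autosomes. Chromosome 8 had the highest density of listed windows, 26.0 per Mb (22.1 to 30.2), with a ratio of 1.29 (1.08 to 1.504) to the other autosomes, but chromosome 11 had more numbered peak calls per Mb, 58.3 against 55.7. These intervals drew 1 Mb blocks as independent and were not adjusted over the 19 autosomes. Correlation between neighbouring blocks, which would make them too narrow, was not tested. Of 19 autosomes, 5 lay above the others and 6 below, with intervals that excluded 1. The 6 were chromosomes 1, 10, 12 and 13, with ratios of 0.816, 0.818, 0.688 and 0.671, and chromosomes 14 and 18, with 0.726 and 0.807. On chromosomes 1 and 10 to 13, however, fewer of the consecutively numbered calls had been kept. The numbers in the window names run to 118153, and 27.2% to 31.3% of the numbered calls on chromosomes 1 and 10 to 13 were in the list, against 38.2% on chromosome 14 and 39.7% to 44.4% on chromosomes 15 to 19, 2 to 9 and X. Windows of multi-summit calls did not show that shortage, with a density ratio between these sets of chromosomes of 0.996 (0.888 to 1.11, X left out), against 0.685 (0.632 to 0.737) for single-summit windows. With multi-summit windows alone the ratios of chromosomes 1 and 10 turned to 1.06 and 1.17, that of chromosome 12 was no longer past the threshold (0.807), and that of chromosome 11 rose past it to 1.29 (1.004 to 1.61). Of the 5 autosomes above the others, chromosomes 7 and 8 stayed above (1.30 and 1.39), chromosome 2 turned from 1.16 to 0.965, and chromosomes 9 and 17 were no longer past the threshold (1.19 and 1.16), while chromosome 4 fell below (0.812, 0.650 to 0.991). Chromosomes 13, 14 and 18 stayed below the other autosomes, at 0.739 (0.565 to 0.939), 0.568 (0.425 to 0.738) and 0.675 (0.502 to 0.880). Of the genes named below, Ptprc, Itgb2, Ikzf1, Ebf1, Esr1, Foxa1 and Irf1 lie in the parts of chromosomes 1 and 10 to 13 where fewer calls were kept. Inpp5d and Mtap2 are also on chromosome 1, but in the part of it that kept 40.1% of its calls.

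**Figure D1:**
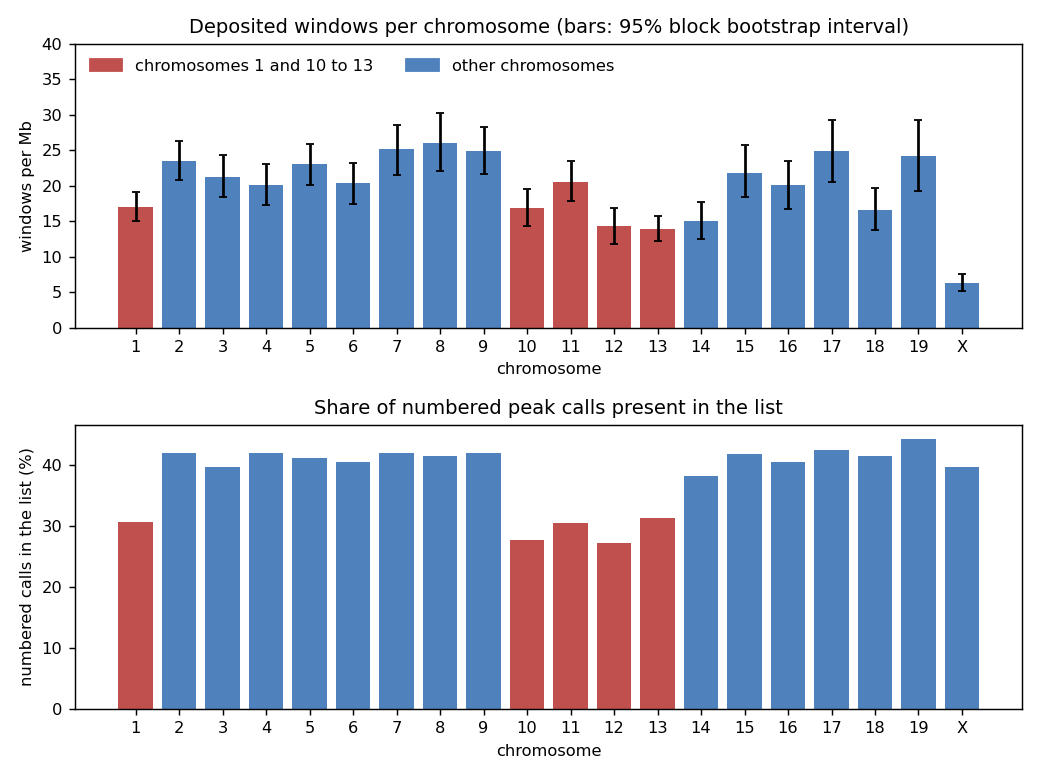
The upper panel plots windows per Mb for each chromosome, with 95% block bootstrap intervals, and the lower panel plots the percentage of numbered peak calls present in the list. Chromosomes 1 and 10 to 13, in red, had at most 31.3% of their calls in the list, and chromosome X had 6.29 windows per Mb.

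The study used the genes of both sorting markers to ask whether accessible chromatin matched the protein stain. From reads aggregated per sorted group, it reported open chromatin specific to the cell type at each gene. A pooled list of windows selected by q-value is a different measure and cannot test that result. Epcam, on chromosome 17 from 88035319 to 88050446 on the plus strand, had promoter windows with summits 352 bp and 570 bp downstream of its TSS, the latter in a UTR. A further 2 windows had summits in introns, 1264 bp and 2066 bp downstream. Ptprc, which encodes CD45 and lies on chromosome 1 from 139959438 to 140071882 on the minus strand, had no window within 1 kb of a TSS. It had 3 distal windows, with summits in an intron 20.6 kb and 20.9 kb from the TSS and in an exon 57.4 kb from it. Ptprc lies on a chromosome with few calls kept: between the nearest windows outside its locus, 13 of 16 numbered calls were missing from the list, against 2 of 5 around Epcam. Between the Ptprc window nearest to the TSS and the next window upstream, 2 numbered calls were missing over 36.8 kb.

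To ask which cell types the pooled list records, the share of genes with a promoter window was compared between 17 gene lists and all other protein-coding genes. Epithelial genes stood near the top. In total, 9 of the 17 lists passed, 6 higher and 3 lower. Of 30 epithelial genes, 29 had a promoter window (96.7%, adjusted p = 1.11e-07, two-sided Fisher exact test with Benjamini-Hochberg adjustment over the lists), among them the adhesion genes Cdh1 and Cldn4, the keratin genes Krt8 and Krt18 and the regulators Grhl2 and Esrp1. The exception was Cdh3. Proteasome subunit genes, the positive control, had a window at 30 of 31 promoters (adjusted p = 1.11e-07), with Psmb4 as the exception. Higher shares were also found for hypoxia-inducible factor targets such as Vegfa, Slc2a1 and Hk2 (17 of 18, adjusted p = 0.000203), cell cycle genes such as Mki67 and Plk1 (17 of 20, adjusted p = 0.00317), and interferon and antigen presentation genes such as Tap1 and B2m (15 of 19, adjusted p = 0.0185). Genes of transcription factors whose motifs the study named gave 25 of 31 (adjusted p = 0.00141), but the study chose these factors on its own cells, so this list is not independent evidence, and it shares Irf1 and Irf2 with the interferon list, Ehf with the epithelial, Elf5 with the mammary lineage and Sfpi1 with the myeloid list. With windows of multi-summit calls alone, chosen after the data were seen, only this list and the hypoxia list passed (adjusted p = 0.0011 and 0.00918). The epithelial share was then 26.7% against 13.0% in other genes (adjusted p = 0.276), where all windows gave 96.7% against 48.2%.

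Leukocyte genes had promoter windows less uniformly. Of 25 pan-leukocyte genes, 15 (60.0%) had one, including Coro1a, Laptm5, Vav1, Ikzf1 and Inpp5d, which did not differ from other genes (adjusted p = 0.359). Their promoters are poor in CpG, and random genes matched on promoter CpG ratio gave only 21.2% (adjusted p = 0.0017). Among B cell genes 9 of 20 had a promoter window (adjusted p = 0.826), among them Cd79a, Ebf1 and Cd74, against 19.4% in CpG-matched genes (adjusted p = 0.0230). T cell genes (7 of 21, adjusted p = 0.236), natural killer cell genes (3 of 12, adjusted p = 0.211) and myeloid genes (6 of 22, adjusted p = 0.0943) did not pass either test, and CpG-matched adjusted p-values were 0.917, 1 and 0.917. Of 8 pan-leukocyte genes on chromosomes 1 and 10 to 13, only 2 had a promoter window, against 13 of 17 elsewhere (Fisher exact p = 0.0280, adjusted p = 0.238 over 17 lists). Genes of the study's transcription factors had 3 of 7 there against 22 of 24 elsewhere (adjusted p = 0.235). The other way went, among others, B cell genes (3 of 4 against 6 of 16) and epithelial genes (9 of 9 against 20 of 21). On chromosomes 14 to 19, 2 to 9 and X, an alternative chosen after the data were seen, the pan-leukocyte share of 76.5% passed (adjusted p = 0.0446).

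The 3 lists that passed with lower shares than other genes were those of hepatocyte, erythroid and neuronal genes. Hepatocyte genes had one at 0 of 19 promoters (adjusted p = 2.6e-05). Of 14 erythroid genes only the transferrin receptor gene Tfrc had one (adjusted p = 0.00479), a call that was lost with a 2.5 kb promoter (adjusted p = 0.0586), and of 20 neuronal genes 3 did, Snap25, Mtap2 and Syn1 (adjusted p = 0.00608). With CpG-matched genes the hepatocyte list no longer passed (0 against 18.1%, adjusted p = 0.0683), nor did the cell cycle list (85.0% against 76.0%, adjusted p = 0.695). Mesenchymal (8 of 19, adjusted p = 0.692), endothelial (4 of 14, adjusted p = 0.236) and mammary lineage genes (4 of 15, adjusted p = 0.188) did not differ from other genes. The mammary genes with a promoter window were Gata3, Esr1, Foxa1 and Areg, and basal Krt5 and the milk protein gene Csn2 had none.

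**Figure D2:**
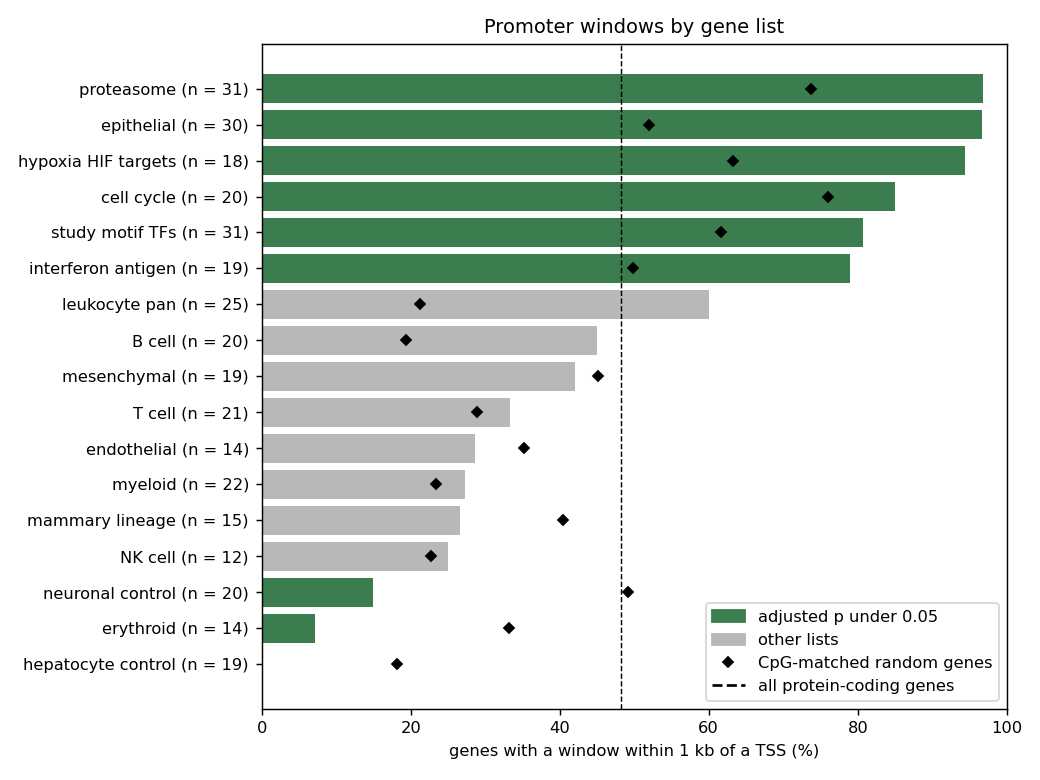
Bars give the percentage of genes in each list with a window within 1 kb of a TSS, green where the Fisher exact test passed after adjustment, diamonds give the mean of CpG-matched random genes, and the dashed line marks 48.3% for all protein-coding genes. Epithelial genes reached 96.7% against 52.0% in matched genes, and pan-leukocyte genes 60.0% against 21.2%.

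Distal windows, counted in the gene and 10 kb on either side outside promoters, set no list apart from length-matched random genes after adjustment. Among 17 lists 0 passed the matched-set test after adjustment, and 5 had an unadjusted p under 0.05. Genes of the study's transcription factors had the highest mean, 5.84 windows per gene (SD 5.91, n = 31 genes) against 1.63 in matched genes (p = 0.0072, adjusted p = 0.122), led by Bach2 with 26 windows and by Etv6 and Nfix with 15 each. The random sets for this list could hold genes over 1 Mb. Without such genes the matched mean was 1.58 and the adjusted p of the matched-set test 0.0034, so the planned result for this list depended on them. That alternative was added after no list had passed. B cell genes had 2.8 against 1.30 (adjusted p = 0.128), led by Pax5 with 9, Ciita with 8 and Cd74 with 5. Epithelial genes had 1.9 against 1.16 (adjusted p = 0.212), led by St14 with 8, Grhl2 with 5 and Cdh1 with 4. Pan-leukocyte genes had 2.44 against 1.36 (adjusted p = 0.128), led by Inpp5d with 10, Vav1 with 9 and Itgb2 with 7, the last on chromosome 10 where fewer calls were kept. Hypoxia targets had 2.11 against 0.967 (adjusted p = 0.128), led by Hk2 and Slc2a1 with 9 each and Bnip3 with 4, and interferon and antigen genes had a ratio of 2.13 to matched genes (adjusted p = 0.128), led by Irf2 with 7 and Irf1 with 6. The other lists had adjusted p-values between 0.389 and 1, led by Vwf with 10 windows and Flt1 with 9 (endothelial), Ank1 with 8 (erythroid), Fbn1 with 6 (mesenchymal), Cebpb with 6 (myeloid), and Lef1 with 5 (T cell). Their means per gene were 0.6 for mammary, 1.63 for mesenchymal, 2 for endothelial, 1.48 for T cell, 0.667 for natural killer, 1.05 for myeloid, 1.21 for erythroid, 1.2 for neuronal, 0.632 for hepatocyte, 1.15 for cell cycle and 0.935 for proteasome genes. With 50 kb on either side, 3 lists passed: epithelial (5 against 2.81, adjusted p = 0.0391), mammary lineage, which was lower (0.933 against 2.97, adjusted p = 0.0391), and the study's transcription factors (8.65 against 3.18, adjusted p = 0.0408). Over all genes, Gm20388 had the most distal windows, 226, followed by Fgfr2 with 60, but their annotated models span 4435 kb and 3009 kb. Next came Wwox with 36, Zfhx3 with 34 and Pmepa1 with 32.

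Epithelial and pan-leukocyte genes were then compared directly, as the closest substitute for the cell groups that a pooled list allows. A promoter window was found at 96.7% of 30 epithelial and 60.0% of 25 pan-leukocyte genes, a difference of 36.7 percentage points (95% bootstrap interval 16.7 to 56.7, p = 0.00143, two-sided permutation over genes). With all leukocyte lists together it was 56.7 points (45.3 to 67.7, permutation p = 1e-05, the smallest possible). Random genes matched on promoter CpG ratio gave 52.0% for epithelial and 21.2% for pan-leukocyte genes. With the share of each gene's CpG decile subtracted, chosen after the data were seen, 44.6 and 38.7 points remained, a difference of 5.85 (-15.4 to 26.7) that was not past the threshold (permutation p = 0.585). The higher matched share of epithelial genes leaves them a lower ceiling. At 96.7% they were already close to it. The subtraction can therefore not decide whether CpG content accounts for the difference. On chromosomes 14 to 19, 2 to 9 and X, chosen after the data were seen, the difference was 18.8 points and was not past the threshold (p = 0.151, 21 and 17 genes). Distal windows did not differ, at 1.9 ± 1.86 (SD, n = 30 genes) per epithelial and 2.44 ± 2.74 (SD, n = 25 genes) per pan-leukocyte gene, a difference of -0.54 (-1.81 to 0.607, permutation p = 0.418). With 50 kb on either side the difference turned to 1.04 (permutation p = 0.309).

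Sequence motifs in the windows were compared with flanks 2 kb away, as the share of windows holding a consensus word on either strand. The AP-1 word TGASTCA, the site of Jun and Fos dimers, was present in 19.8% of windows and 8.11% of flanks, a log2 ratio of 1.29 (1.25 to 1.33). In non-promoter windows it reached 25.8%, with a log2 ratio of 1.65 (1.61 to 1.69), and in promoter windows 9.21%. Against flanks as they fall, promoter-associated words had the highest ratios: YY1 (log2 5.00, 4.36 to 5.89), NRF1 (4.19, 3.68 to 4.85), ETS (2.80, 2.64 to 2.97) and KLF/SP (2.56, 2.47 to 2.66), although YY1 and NRF1 words were found in only 264 and 311 windows. The word of the insulator protein CTCF had a log2 ratio of 2.55 (2.36 to 2.76). Against GC-matched flanks KLF/SP fell to 0.80 (0.66 to 0.98), below CTCF at 1.87, AP-1 at 1.47 and its CRE form at 1.46, and YY1, NRF1 and ETS stood at 4.04, 2.67 and 2.27. Among factors that the study named, TEAD (long form, 0.26, 0.21 to 0.31), the short NFI word YTTGGCA (0.13, 0.09 to 0.17) and PU.1/SPIC (0.56, 0.48 to 0.64) lay above their flanks. The IRF word lay below them (-0.28, -0.34 to -0.21), but windows held 52.5% GC and flanks 45.0%, and against GC-matched flanks its ratio turned to 0.30 (0.19 to 0.42). FOX and OCT turned in the same way, to 0.21 (0.10 to 0.31) and 0.37 (0.21 to 0.55), from -0.24 and -0.43. Of 32 words, 25 were above and 7 below the flanks, with intervals that excluded 0, and with GC-matched flanks 24 were above and 2 below.

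**Figure D3:**
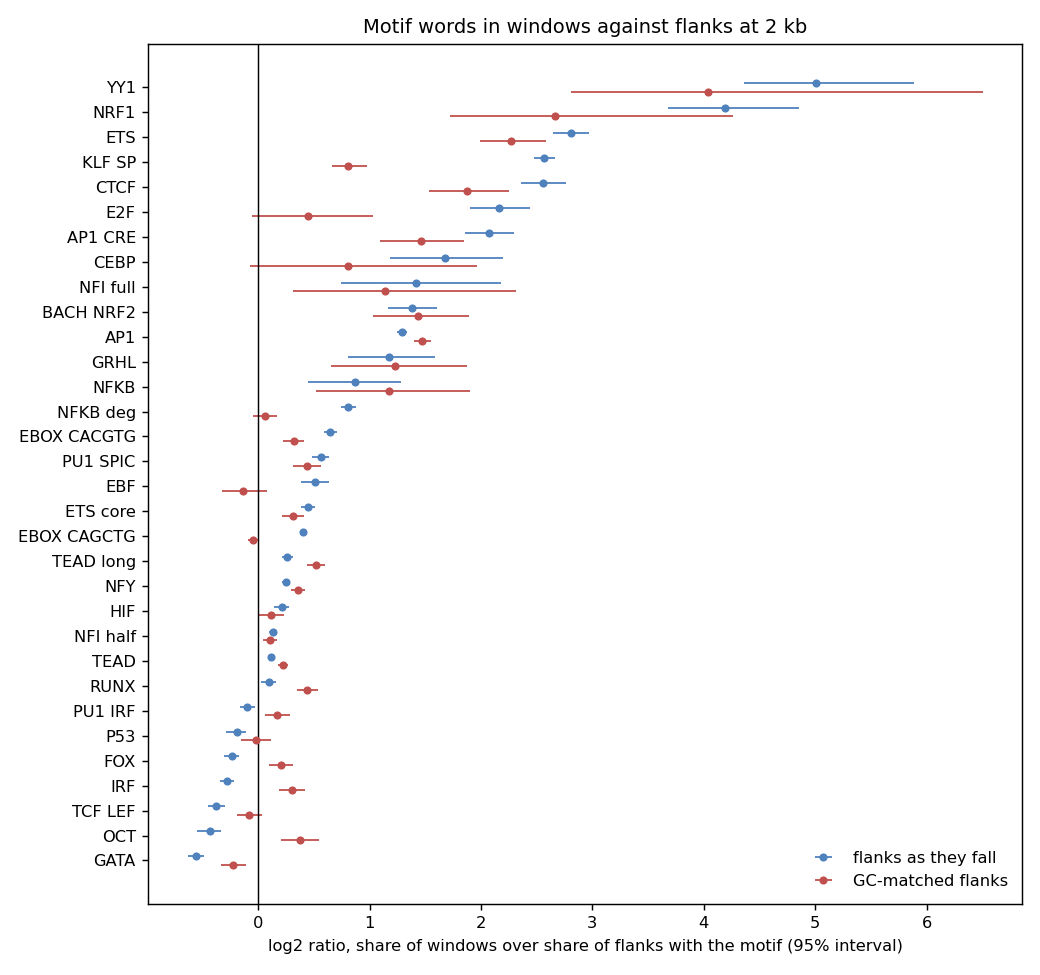
Points give the log2 ratio of the share of windows to the share of flanks with each consensus word, in blue for flanks as they fall and in red for GC-matched flanks, with 95% block bootstrap intervals. AP-1 stayed near 1.29 to 1.47, whereas IRF turned from -0.28 to 0.30.

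Motif position within the windows does not depend on a comparison with flanks. It was set against a uniform position, and a change of base composition along the window was not tested. Differences from the uniform share can therefore not be assigned to the words themselves. AP-1 words started within 100 bp of the summit in 49.5% of cases (48.5 to 50.5), against 40.7% for a uniform position. CTCF (54.8%, 51.3 to 58.1), ETS (52.9%, 50.3 to 55.7) and NRF1 words (54.5%, 49.4 to 59.6) also lay above the uniform share near the centre. IRF words lay below it (34.3%, 32.5 to 36.2). Of 32 words, 20 lay above the uniform share and 4 below. In non-promoter windows 15 lay above and 4 below. There ETS (45.5%, 40.1 to 51.2) and NRF1 (41.5%, 26.2 to 57.9) were no longer past the threshold. The same held for NFY (41.9%, 40.7 to 43.0), NFKB (50.0%, 38.8 to 61.2), CEBP (44.4%, 26.9 to 63.0) and EBF words (43.7%, 39.2 to 48.2). RUNX words, in contrast, passed it only there (43.0%, 41.0 to 44.9).

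The study reported motif differences between the sorted cells, which a pooled list cannot test. Instead, non-promoter windows within 50 kb of 30 epithelial genes were compared with those near 88 leukocyte genes. AP-1 words were in 31.2% of 125 windows near epithelial genes and 22.1% of 312 near leukocyte genes (p = 0.0830, adjusted p = 0.762, two-sided permutation of the list label over genes). IRF words were in 5.6% and 5.13% (adjusted p = 1), PU.1/SPIC words in 5.6% and 5.77% (adjusted p = 1), and short NFI words in 16.8% and 20.5% (adjusted p = 0.979). Of the 33 words 0 passed the permutation test after adjustment, and 2 had an unadjusted p under 0.05: CTCF (8.0% against 2.88%, p = 0.0326) and the CRE form of AP-1 (2.4% against 0, p = 0.0436).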

Values the study reported

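The study reported that 192 cells of the 4T1 and splenocyte mixture were sorted and that 190 of them (99.0%) passed its quality filter. It found 278 transcription factor motifs with significant variability across these cells. According to its clustering, 1.5% of cells were splenocytes that grouped with the 4T1 cells.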

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

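All tests in this part except the step inside chromosome 14 (its reading by each order was chosen later), the comparison of multi-summit with single-summit windows between sets of chromosomes and the share of X-linked genes were chosen after the result was seen.

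The numbers in the peak names, which no comparison of the report was planned on, showed that calls were missing unevenly. Ordered by the text of chromosome name and start joined together, 27.8% of 28197 numbered calls were kept before a boundary at position 61905261 of chromosome 13 (exact 95% interval 27.2 to 28.3) and 41.3% of 89736 after it (40.9 to 41.6), which leaves the first part about 3811 calls short. These shares are given because the names are data outside the positions that the report compares.

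Chromosomes 1 and 10 to 13 kept at most 31.3% of their numbered calls, below the 39.7% of the lowest of chromosomes 15 to 19, 2 to 9 and X. The tables argue against fewer reads from these chromosomes, since the density ratio of multi-summit windows was 1.45 times (1.33 to 1.59) that of single-summit windows. They also argue against a loss in simple chromosome order, since chromosome 1 kept 40.1% of its calls (38.4 to 41.8) after the boundary. The step that such a loss predicted inside chromosome 14 was seen in text order (28.0% to 39.5%, log-likelihood gain 13.4, against up to 11.5 on chromosomes 15 to 19). Chromosome 3, however, had a larger gain in that order and direction (38.4% to 46.7%, gain 14.4). In call order the chromosome 14 step ran the other way (40.4% to 33.4%, gain 10.2, against up to 14.2 on chromosomes 15 to 19). Copy number segments of the 4T1 genome stay open: inside chromosomes 1 and 13, before against after the boundary, the density ratio of multi-summit windows was 1.22 times (0.960 to 1.55) that of single-summit windows, and numbered calls were not fewer (ratio 1.09, 0.949 to 1.25), which goes against them without excluding them. A candidate explanation is that windows tied at the q-value cutoff were dropped in text order, for which 1 boundary shared by chromosomes 1 and 13 lost a log-likelihood of 0.760 against a boundary of each (p = 0.653 over 1000 simulations that share 1, and less than in 99.7% of those with a random boundary on chromosome 1), although a first test that took the chromosome 13 boundary as exact put it 3.92 below the best step of chromosome 1, 25 calls away. Calls on chromosome 1 were kept in 33.2% of cases within 5 Mb below 100 Mb and in 9.09% within 5 Mb above it. Text order predicts a drop there (Fisher exact p = 2.06e-06), but the 9.09% (4.24 to 16.6) lies below the 25.6% of all chromosome 1 calls before the boundary. From the boundary to 10 Mb 27.4% were kept, above the 18.4% at 10 to 30 Mb (Fisher exact p = 0.0139) but below the 40.1% after the boundary. Chromosome 14, wholly after the boundary, kept 38.2%. Dropping in text order thus remains a hypothesis from the same data, with q-values not used here and no other biological explanation tested.

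Chromosome X had few windows, and fewer gene starts do not account for it, since 34.2% of its protein-coding genes had a promoter window, below the lowest of autosomes 15 to 19 and 2 to 9 (40.9%), although chromosome 14, outside that set, had 37.1%. Windows outside promoters were also few on X, 3.01 per Mb against at least 8.65 on the autosomes. The kept share of calls on X (39.8%) was close to that of those autosomes. The number of X copies in either cell type was not tested and stays open.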

How the results depend on the processing

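No paired analysis was possible because the deposited list does not separate the cells, so the replicate numbers shared by the groups carry no values. Alternatives that need a score per window were not run. Of 477 alternative values, 402 were classed as unchanged, which for single tests means the same direction and side of the threshold. The 402 include counts, which can hide changes in their members. With GC-matched flanks 26 words instead of 32 differed from flanks, and in non-promoter windows 19 instead of 24 differed from a uniform position. CpG matching kept 9 lists, but pan-leukocyte and B cell lists replaced hepatocyte and cell cycle lists. Alternatives by chromosome set, multi-summit call, gene length and genes over 1 Mb were chosen after the data were seen. So were the subtraction of each CpG decile's share and the motif shares of non-promoter windows. CpG-matched backgrounds and motif positions in non-promoter windows were planned. The cause of the changes below was not tested, except that multi-summit windows are fewer. With them, 7 autosomes instead of 11 stood apart. Chromosomes 1, 10 and 2 turned to ratios of 1.06, 1.17 and 0.965, and chromosomes 11 (1.29) and 4 (0.812) passed the threshold. Chromosomes 12 (0.807), 9 (1.19) and 17 (1.16) no longer did, and chromosomes 13 (0.739), 14 (0.568) and 18 (0.675) stayed below. In the promoter test 2 gene lists instead of 9 passed. The epithelial share was 26.7% against 13.0% in other genes, and the pan-leukocyte share 0 against 13.1% (Fisher exact adjusted p = 0.276 for each). Merged windows turned chromosome 11 to 0.981. CpG matching left shares of 45.0% (B cell), 33.3% (T cell), 25.0% (natural killer) and 27.3% (myeloid) but put them above their background. For distal windows per locus, where no list passed as planned, 3 passed at 50 kb. Leaving out genes over 1 Mb let 1 list pass, the study's transcription factors (adjusted p = 0.0034, against 0.122 as planned). This alternative was added because none had passed, so it is no independent support. Across that list's other alternatives the call was made only at 50 kb (adjusted p = 0.0408). The unadjusted p of the matched-set test was 0.0072 both there and as planned, so the call differed only through the adjustment over lists. The list's ratio to matched genes was 3.58 as planned and 2.72 to 3.71 across the alternatives. Ratios to matched genes, none past the threshold, changed side for mesenchymal (0.974 at 50 kb, 0.753 in gene bodies, 0.944 merged, 0.957 on chromosomes 14 to 19, 2 to 9 and X), T cell (0.977 and 0.710 at 50 kb and in gene bodies), natural killer and myeloid (0.463 and 0.509 in gene bodies), erythroid (1.11 at 50 kb, 1.16 on those chromosomes) and proteasome genes (0.969 and 0.892). The epithelial minus leukocyte difference in distal windows turned to 1.04 (50 kb), 0.11 (all leukocyte lists) and 0.275 (those chromosomes), and that in promoter share was 56.7 points with all leukocyte lists, 18.8 on those chromosomes and 5.85 with the share of each CpG decile subtracted. Motif log2 ratios turned with GC-matched flanks for FOX (0.21), IRF (0.30), PU.1/IRF (0.17), OCT (0.37), CAGCTG E-box (-0.0453) and EBF (-0.13), and in non-promoter windows for P53 (0.0891) and PU.1/IRF (0.00258). On those chromosomes central shares changed side for full NFI (38.9%) and OCT (41.2%). Near list genes, short NFI words (0.952 points) and PU.1/SPIC (1.29) turned at 10 kb and IRF (-0.0741) on those chromosomes, with no word past the threshold.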

Other observations

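Gene families, chosen after the data were seen, differed widely in promoter windows (two-sided Fisher exact test, adjusted over 25 families). Only 13 of 1113 olfactory receptor genes (adjusted p = 9.79e-300) and 0 of 327 vomeronasal receptor genes (adjusted p = 3.58e-94) had one, and cytochrome P450 genes (15 of 104, adjusted p = 3.95e-12), keratin genes (8 of 51, adjusted p = 5.04e-06) and CC chemokine genes (2 of 23, adjusted p = 0.000199) were also low. In contrast, genes of the large and small mitochondrial ribosomal subunits had one at 40 of 47 and 26 of 30 promoters, zinc finger genes named Zfp at 254 of 370 (adjusted p = 1.3e-14) and dual-specificity phosphatase genes at 19 of 24 (adjusted p = 0.00634). Wnt genes had promoter windows at 3 of 19 genes (adjusted p = 0.00864) but a mean of 2.11 distal windows.

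Since the list carried no score, windows of multi-summit calls were compared with single-summit ones, also after the data were seen. In distal windows AP-1 words were in 36.5% of 3193 multi-summit and 24.6% of 28877 single-summit windows, a log2 ratio of 0.57 (0.49 to 0.65), and KLF/SP words in 6.42% and 2.66% (1.27, 1.02 to 1.49). The long TEAD word was in 15.1% and 11.4% (0.40, 0.23 to 0.54). In promoter windows AP-1 did not differ (9.36% and 9.14%, log2 0.03, -0.13 to 0.18).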
